A study of Mus musculus with 12 samples. Its data were reported in "Beta cell-derived cholecystokinin drives obesity-associated pancreatic adenocarcinoma development" (2026).

How the data were processed

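Peak lists from CUT&RUN in Min6 cells were analysed for 12 samples in 6 groups of 2 biological replicates (DMSO or JNKi with an IgG, cJun or H3K4me3 antibody), grouped by their labels. Per the labels, 550000 cells entered each reaction and libraries were sequenced as read pairs of 150 bp to a nominal depth that was the same for every sample. The authors trimmed adapters with Trimmomatic, aligned reads to GRCm38 with Bowtie2, removed unmapped, secondary and low-quality alignments with SAMtools, called narrow peaks per replicate with MACS2 against IgG, and paired the replicates of each group with IDR. Reads, coverage tracks and IgG libraries were not analysed here, so duplicates, spike-in scaling and the background at a peak could not be examined.

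The 4 deposited lists are IDR outputs of 20 columns without a header. The deposited −log10 p-value of a merged peak equalled the lower of its replicates' values in 100% of peaks of every list, so a peak is ranked by its weaker replicate. The deposited score is a scaled form of the global IDR, which was also given as −log10. The signal and q-value columns held a placeholder in 100% of peaks. Peaks were therefore ranked by −log10 p in place of the signal value planned before the data were examined. The lowest −log10 p was just above 3 in each list, which corresponds to a p cut-off of 0.001. The study's methods state default peak calling, which uses a q-value cut-off, and the lists do not match that description. The setting used is unknown, and the full-list counts include peaks down to this p. The lists held every peak called in both replicates and were not limited by IDR. The main results use all deposited peaks, with IDR of at most 0.05 and 0.01 as alternatives. A peak's values were compared only within its own list. Replicate columns carry no replicate number and are named first and second.

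Overlaps of at least 1 bp were taken with bedtools 2.31.1. Sequence came from GRCm38 and gene models from the GENCODE vM21 basic annotation of the same build, and no peak end lay beyond its chromosome. A midpoint within 3 kb of any of 77161 transcription start sites was called promoter, and otherwise exon, intron or intergenic. AP-1 sites were searched on the reference within 100 bp of the summit and in windows shifted by 2 kb. Random placements kept peak width and chromosome (100 for H3K4me3 overlap, of which 20 were annotated). Retained and lost peaks were compared with two-sided Fisher's exact tests or, for rank, a two-sided permutation test of the difference in medians with 100000 permutations. Benjamini-Hochberg adjustment covered the 8 tests across peaks in the report. Peaks and sites named in the text were all peaks within 50 kb of Cck, 11 genes fixed in advance, and the 3 highest peaks of each cJun list, overall and without overlap in the other treatment. Tests and alternatives were fixed before the data were examined unless stated otherwise.

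Overlap, motif, annotation and permutation steps were tested on simulated data. All 400 of 1000 simulated peaks planted to overlap, all 200 of 1000 planted motifs and 8 of 8 annotation points were recovered, and 9 of 200 null comparisons had a p of at most 0.05. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Alternatives covered the IDR threshold, chromosomes, overlap definition, list length, promoter distance, annotated point, motif window and pattern, background shift and gene windows.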

Results

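CUT&RUN, which cuts and releases DNA bound by an antibody-tethered nuclease, was performed in Min6 cells, a mouse insulinoma line used as a model of β cells. Cells received SP600125, an inhibitor of the cJun N-terminal kinases (JNKi), at 20 µM or its solvent DMSO for 48 hours. Antibodies against the transcription factor cJun, against the promoter mark H3K4me3 as a positive control, and a non-specific IgG as a negative control gave 6 groups of 2 biological replicates, 12 samples in all. The deposited files analysed here were 4 peak lists, 1 for each treatment with the cJun or H3K4me3 antibody, and each list combined both replicates of its group. Read totals per library were not analysed here, so the depth behind each list is unknown, and a value per list has no replicate error. Intervals below are 95% Wilson intervals over peaks and cover counting error only. Peaks are not replicates of a treatment, so tests across peaks describe these lists and do not test the treatment.

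The precision of the lists differed by antibody. Across the peaks of a list, the −log10 p of the replicates correlated with a Spearman's rho of 0.375 for cJun in DMSO (4960 peaks) and 0.469 for cJun in JNKi (1632 peaks). For H3K4me3, rho was 0.902 in DMSO and 0.914 in JNKi. These correlations run across peaks called in both replicates, which are not independent. The irreproducible discovery rate (IDR), which estimates the share of peaks that fail to replicate, was at most 0.05 for 8.97% of cJun peaks in DMSO (interval 8.21 to 9.80) and 15.6% in JNKi (13.9 to 17.5). The same share was 73.0% (72.4 to 73.7) for H3K4me3 in DMSO and 75.6% (75.0 to 76.2) in JNKi.

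The first comparison asked whether JNK inhibition changed the number of cJun peaks. The cJun list held 4960 peaks in DMSO and 1632 in JNKi, so that the JNKi list was 32.9% as long. The H3K4me3 list held 19372 peaks in DMSO and 19032 in JNKi, or 98.2%. The cJun ratio moved most with an IDR threshold of 0.05, which left 445 peaks in DMSO and 255 in JNKi, or 57.3%. The median cJun peak width was 643 bp in DMSO and 601 bp in JNKi, and the median H3K4me3 width was 1839 bp and 1907 bp. With 1 list per treatment, the difference in cJun peak number could not be set against the spread between replicates.

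**Figure D1:**
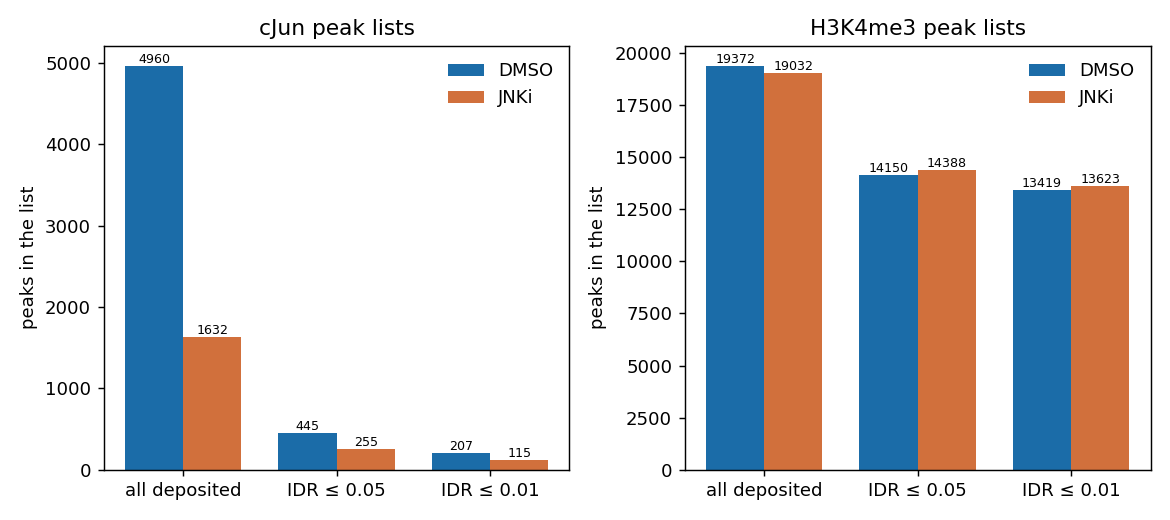
Number of peaks (y axes, from 0) in each deposited list for cJun (left) and H3K4me3 (right), for all deposited peaks and at IDR of at most 0.05 and 0.01, with DMSO in blue and JNKi in orange. The cJun lists fall from 4960 to 445 peaks in DMSO and from 1632 to 255 in JNKi at the 0.05 threshold, and each bar is 1 list without replicate error.

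The overlap of the lists was then measured. Of the DMSO cJun peaks, 1169 (23.6%, interval 22.4 to 24.8) were overlapped by a JNKi cJun peak by at least 1 bp and are called retained, and the other 3791 are called lost. Of the JNKi cJun peaks, 1175 (72.0%, 69.8 to 74.1) were overlapped by a DMSO peak. H3K4me3 peaks were overlapped at 93.4% (93.0 to 93.7) of DMSO peaks and 94.3% (94.0 to 94.6) of JNKi peaks. Lists of unequal length bound these shares. When the DMSO list was limited to its 1632 highest peaks, 43.1% of them were overlapped, and 43.8% of the JNKi peaks were overlapped in turn. Among the 445 DMSO cJun peaks with an IDR of at most 0.05, 303 (68.1%, 63.6 to 72.3) were overlapped by any JNKi peak. Of the 255 JNKi cJun peaks at this IDR, 227 (89.0%, 84.6 to 92.3) were overlapped by any DMSO peak.

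Lost peaks ranked low in the DMSO list. The authors' −log10 p, used here only to order peaks within a list, placed retained peaks at a median percentile of 76.2 and lost peaks at 43.5, a difference of 32.7 percentile points (two-sided permutation test across peaks, p = 1e-05, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted p = 1.6e-05 over 8 tests across peaks). Retention was 66.9% (62.7 to 70.9) in the highest decile of DMSO cJun peaks and 10.3% (7.91 to 13.3) in the lowest. H3K4me3 retention was 100% in the highest decile and 59.7% (57.5 to 61.9) in the lowest.

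**Figure D2:**
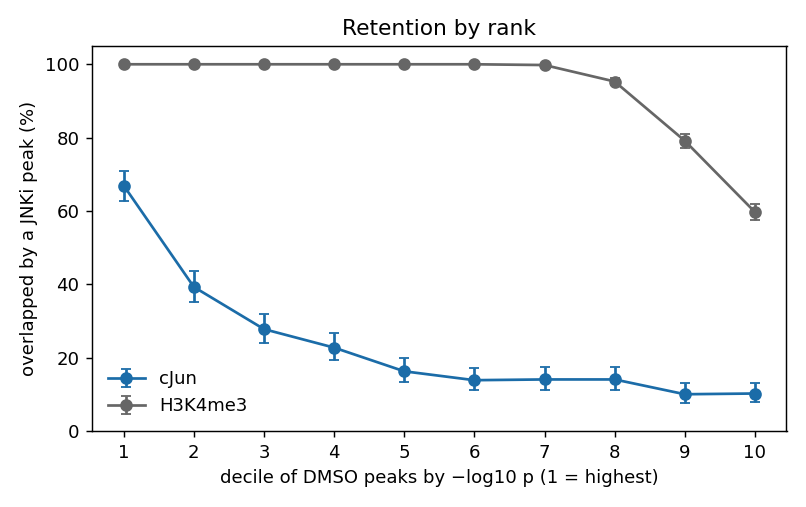
Share of DMSO peaks overlapped by a JNKi peak (y axis, percent) in each decile of the DMSO list by −log10 p (x axis, decile 1 highest), for cJun (blue) and H3K4me3 (grey), with 95% Wilson intervals. Retention of cJun peaks falls from 66.9% to 10.3%, and that of H3K4me3 peaks from 100% to 59.7%.

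cJun peaks were next compared with H3K4me3 peaks of the same treatment. In DMSO, 53.4% (52.0 to 54.8) of cJun peaks overlapped an H3K4me3 peak, against a mean of 2.22% in 100 random placements of the same widths on the same chromosomes. In JNKi the share was 55.5% (53.0 to 57.8), against 2.17%. Of the retained DMSO peaks, 602 of 1169 overlapped H3K4me3, and of the lost peaks 2047 of 3791, which did not differ (odds ratio 0.905, two-sided Fisher's exact test across peaks, p = 0.140, adjusted p = 0.140). The direction of this odds ratio depended on the definition of overlap and was 1.47 at 50% reciprocal overlap (Fisher's exact test, p = 2.74e-04). A narrow peak inside a much wider one fails that definition. Retained peaks were wider (median 910 bp against 592 bp by the 1 bp definition), so this value does not separate peak width from position.

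Peak midpoints were annotated on GRCm38. Promoters, within 3 kb of a transcription start site, held 41.9% (40.5 to 43.3) of cJun peaks in DMSO and 42.3% (39.9 to 44.7) in JNKi, against a mean of 12.3% and 12.1% in 20 random placements. Intergenic sequence held 26.9% (25.6 to 28.1) and 28.1% (25.9 to 30.3), against 46.7% and 46.9%. Introns held 29.8% and 28.9%. The promoter share was 461 of 1169 in retained and 1617 of 3791 in lost peaks (odds ratio 0.875, two-sided Fisher's exact test across peaks, p = 0.0533, adjusted p = 0.0609), a difference that did not pass the 0.05 threshold.

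The AP-1 site TGA[CG]TCA, the sequence bound by cJun dimers, was counted within 100 bp of peak summits. It occurred at 496 of 4960 (10%, 9.20 to 10.9) of DMSO cJun summits and at 3.69% (3.20 to 4.25) of windows shifted by 2 kb (odds ratio 2.90, two-sided Fisher's exact test across peaks, p = 1.54e-36, adjusted p = 1.23e-35). In JNKi it occurred at 12.1% (10.6 to 13.7) of summits and 3.80% (2.97 to 4.84) of shifted windows (odds ratio 3.48, Fisher's exact test, p = 7.08e-19, adjusted p = 1.89e-18). The share moved most when the whole peak was searched, to 32.6% in DMSO. At H3K4me3 summits it was 2.41% in DMSO and 2.53% in JNKi, below the 3.54% and 3.50% of their shifted windows. Retained DMSO cJun peaks carried the site more often (12.1%, 10.4 to 14.1) than lost peaks (9.34%, 8.45 to 10.3; odds ratio 1.34, Fisher's exact test, p = 0.00623, adjusted p = 0.00831). Among the 445 DMSO peaks with an IDR of at most 0.05, the site occurred in 33 of 303 retained and 13 of 142 lost peaks (odds ratio 1.21, 95% interval 0.617 to 2.38, Fisher's exact test, p = 0.620), too few to show or exclude a difference of the size seen in the full list. With both lists limited to this IDR, which counts fewer peaks as retained, the odds ratio was 0.876 (Fisher's exact test, p = 0.747).

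**Figure D3:**
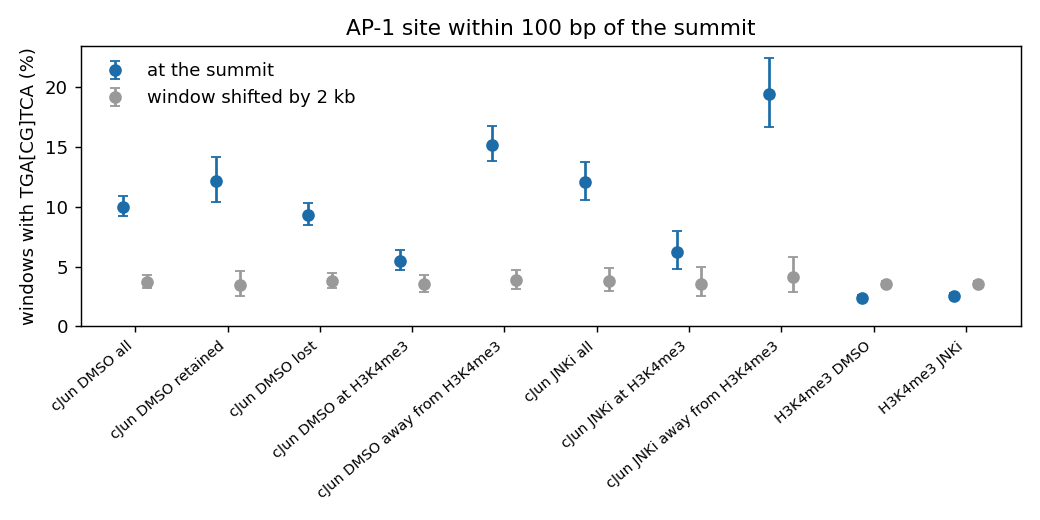
Share of windows with the AP-1 site (y axis, percent) within 100 bp of the summit (blue) and in windows shifted by 2 kb (grey), with 95% Wilson intervals, for cJun and H3K4me3 peak classes (x axis). The DMSO cJun share is 10%, against 3.69% in shifted windows.

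The site was also counted separately for cJun peaks at and away from H3K4me3. This comparison was not among the tests fixed before the data were examined. In DMSO, 15.2% (13.8 to 16.7) of cJun peaks away from H3K4me3 carried it and 5.47% (4.67 to 6.41) of those at H3K4me3 (odds ratio 3.09, two-sided Fisher's exact test across peaks, p = 2.37e-30, adjusted p = 9.46e-30). The shares in JNKi were 19.4% (16.7 to 22.4) and 6.19% (4.80 to 7.95), with an odds ratio of 3.65 (Fisher's exact test, p = 4.26e-16, adjusted p = 8.52e-16).

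The locus of Cck, which encodes the hormone cholecystokinin, was examined for cJun peaks with and without JNKi. Cck (ENSMUSG00000032532.7) lies on the minus strand of chromosome 9 from 121489824 to 121495694 (GRCm38). Each cJun list held 1 peak within 50 kb. The DMSO peak spanned 121486246 to 121487454 (1209 bp), in intergenic sequence 2370 to 3578 bp beyond the 3′ end of the gene. The JNKi peak spanned 121486842 to 121487443 (602 bp) and lay entirely inside it. The DMSO peak ranked 4899 of 4960, with a −log10 p of 7.45 and 3.06 in the replicates and an IDR of 0.729. The JNKi peak ranked 1363 of 1632, with 8.75 and 4.27 and an IDR of 0.672. Neither passed an IDR of 0.05, and values are not comparable between lists, so a change in occupancy at this site was not detectable from the peak lists. No AP-1 site lay within 100 bp of either summit.

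**Figure D4:**
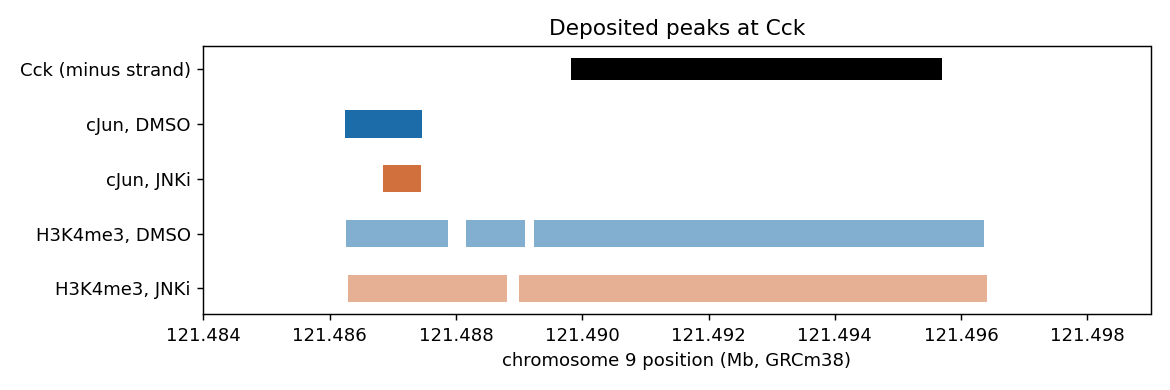
Map of chromosome 9 (x axis, Mb, GRCm38) with Cck (black) and the deposited peaks of the 4 lists, DMSO in blue and JNKi in orange, with H3K4me3 in lighter shades. The cJun peaks lie beyond the 3′ end of Cck in both treatments and span 1209 bp in DMSO and 602 bp in JNKi.

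H3K4me3 covered the Cck gene in both treatments, from 121489235 to 121496366 in DMSO and from 121488991 to 121496408 in JNKi. The DMSO peak had a −log10 p of 505 and 436 in the replicates. The JNKi peak had 536 and 4.0, and took the lower value as its own. Both lists also held an H3K4me3 peak over the downstream cJun site, from 121486255 to 121487877 in DMSO and from 121486295 to 121488808 in JNKi. A further H3K4me3 peak in DMSO spanned 121488161 to 121489090.

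**Figure D5:**
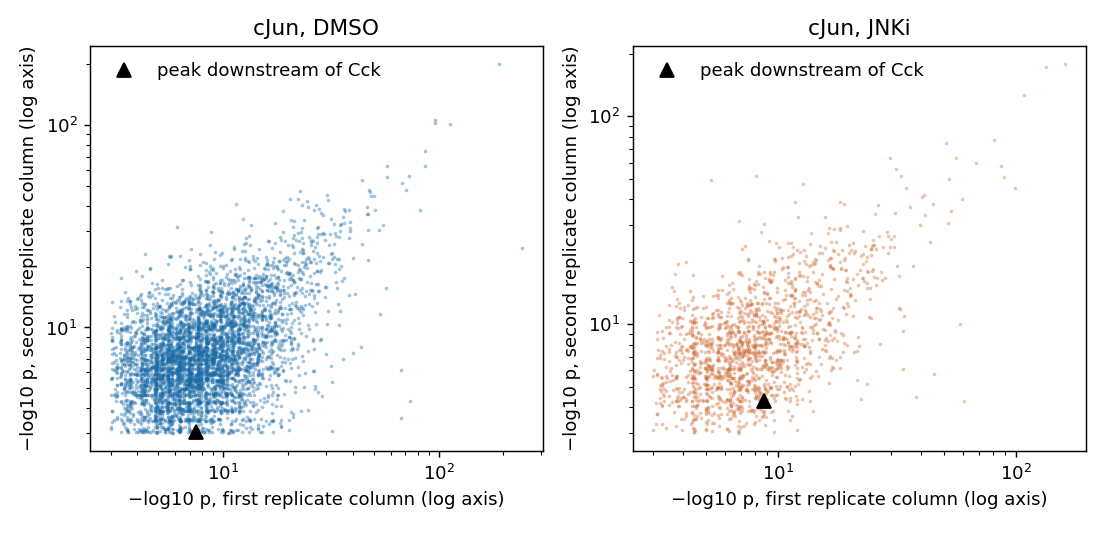
The −log10 p of each cJun peak in the first (x axis) and second (y axis) replicate column, both on log axes, for DMSO (left, 4960 peaks) and JNKi (right, 1632 peaks), with the peak downstream of Cck as a triangle. The Cck peak lies at 7.45 and 3.06 in DMSO and at 8.75 and 4.27 in JNKi.

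Of 11 genes fixed in advance, 7 had a DMSO cJun peak within 50 kb and 5 a JNKi peak. Among 21755 protein-coding genes outside the Y chromosome, 28.4% had a DMSO peak and 12.2% a JNKi peak in the same window. Jun (chromosome 4, 95049034 to 95052222) had 4 peaks in DMSO and 1 in JNKi, with lowest IDR of 0.0492 and 0.0410. Crem had 4 and 1, and Egr1 (chromosome 18, 34859823 to 34864984) had 2 in DMSO, with a lowest IDR of 0.00336, and 0 in JNKi. Cdk1 and Itgb1 had 1 in DMSO and 0 in JNKi, Clu had 0 and 1, and Ins2 had 1 in each. Fos, Ccnd1 and Ins1 had 0 in both.

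The highest-ranked cJun peaks were shared by the treatments. On chromosome X, a promoter peak in Gm21887 ranked 1 in DMSO (170011651 to 170012463, −log10 p 191) and 2 in JNKi (170011674 to 170012438). An intronic peak in Gm47283 on chromosome Y ranked 2 in DMSO (90788680 to 90789039) and 3 in JNKi (90788680 to 90789024). An intergenic peak on chromosome 9 (123923152 to 123926924), 35200 bp from Ccr1, ranked 3 in DMSO, and an intronic peak in Tmem267 on chromosome 13 (119595634 to 119598331) ranked 1 in JNKi. The highest DMSO peaks without JNKi overlap lay in an intron of Apool (chromosome X, 112370857 to 112371156, rank 46), at the promoter of Mypop (chromosome 7, 18990257 to 18990977, rank 48) and at a promoter in Cdk19 (chromosome 10, 40348893 to 40349135, rank 49). The highest JNKi peaks without DMSO overlap lay at promoters near Jund (chromosome 8, 70698503 to 70698722, rank 27), in Slc35f5 (chromosome 1, 125560278 to 125560824, rank 37) and in Hdac4 (chromosome 1, 92180640 to 92180859, rank 53). Of these 6 peaks, the one in Slc35f5 carried an AP-1 site within 100 bp of its summit. The peaks near Jund and in Hdac4 were 220 bp wide and the one in Cdk19 was 243 bp wide. Narrow treatment-only peaks of this kind are examined under the other observations, where their origin stays open.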

Values the study reported

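The study reported that the motif found most often in cJun peaks, at 27.2%, matched the AP-1 site. It placed a cJun-enriched region about 3 kb downstream of the 3′ end of Cck. The study stated that the peak signal at this region was selectively reduced with JNKi. It also described fewer and weaker cJun peaks with JNKi, along with lower cJun levels.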

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

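Across 38 results, 214 alternative values were computed. Of these, 125 stayed on the same side of their threshold or within the interval or range set for them, 78 moved, 3 were weaker, 1 was stronger and 7 reversed. Restriction to chromosomes 1 to 19 and X changed none of the 30 results it was run on. Merging overlapping intervals altered nothing because no list held any. The cause of the changes below was not tested, except where fewer peaks or a narrower definition of overlap produce them by construction.

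An IDR of at most 0.05 left 445 cJun peaks in DMSO and 255 in JNKi, and 0.01 left 207 and 115, so the JNKi list was 57.3% and 55.6% as long in place of 32.9%. It remained shorter under each alternative run. The H3K4me3 ratio became 102% at both thresholds. Retention of DMSO cJun peaks became 35.3% and 38.6%, that of JNKi cJun peaks 62.7% at 0.05, that of DMSO H3K4me3 peaks 92.9% and 92.1%, and that of JNKi H3K4me3 peaks 91.1% and 90.5%. At 50% reciprocal overlap the same 4 shares were 17.3%, 52.5%, 90.6% and 92.2%. With summits at most 200 bp apart they were 18.4%, 55.9%, 82.1% and 83.6%. With lists of equal length they were 43.1%, 43.8%, 94.2% and 93.5%. Retention was lower for cJun than for H3K4me3 in each of these settings. The IDR thresholds above applied to both lists. With only the DMSO cJun list filtered at 0.05, retention of its peaks was 68.1%. With only the JNKi cJun list filtered at 0.05, retention of its peaks was 89.0%. The rank difference between retained and lost peaks stayed between 30.4 and 37.4 percentile points.

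The comparison of H3K4me3 overlap between retained and lost peaks reversed, with odds ratios of 1.29 at IDR 0.05, 1.35 at 0.01, 1.11 by summit distance and 1.47 at reciprocal overlap, the last past the threshold (Fisher's exact test, p = 2.74e-04). Retained peaks were wider than lost ones, so the value at reciprocal overlap may reflect peak width. The other odds ratios did not pass the threshold, so the direction is not settled. The share of cJun peaks over H3K4me3 was 42.5% and 45.4% in DMSO at the IDR thresholds and 51.3% in JNKi at 0.01. Reciprocal overlap, a definition that a narrow peak inside a much wider one fails, gave 12.5% and 13.6%. Summit distance gave 21.2% and 21.9%. The promoter comparison reversed at the IDR thresholds (odds ratios 1.19 and 1.43) and passed the threshold when summits were annotated (0.874, Fisher's exact test, p = 0.0492). Promoter shares were 44.9% and 48.3% in DMSO and 51.0% and 52.2% in JNKi at the IDR thresholds, and 32.8% and 34.3% with a 1 kb promoter. Intergenic shares were 28.3% in DMSO at IDR 0.05, and 29.9% and 31.4% with a 1 kb promoter.

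The AP-1 share was 11.1% in DMSO at IDR 0.01, and 9.41% and 10.4% in JNKi at 0.05 and 0.01. It was 5.56% and 6.74% within 50 bp of the summit and 32.6% and 35.0% in whole peaks. The excess over shifted windows passed the threshold in each alternative in DMSO, and in JNKi in each except IDR 0.01 (odds ratio 2.56, Fisher's exact test, p = 0.128). The AP-1 odds ratio of retained against lost peaks was 0.876 at IDR 0.05 and 1.02 at 0.01, where the filter on the JNKi list also turned retained peaks into lost ones. In an alternative chosen after seeing the data, with only the DMSO list filtered at 0.05, it was 1.21. It was 1.45 within 50 bp of the summit and 2.09 in whole peaks, where retained peaks were also wider (median 910 bp against 592 bp). Within 50 kb of Cck there were 0 cJun peaks in either list at both IDR thresholds, and within 100 kb there were 3 in DMSO and 2 in JNKi. Of the genes fixed in advance, 3 in DMSO and 1 in JNKi had a peak at IDR 0.05, and 1 and 0 at 0.01. The Spearman correlation between replicates was 0.417 for cJun in DMSO, 0.961 for H3K4me3 in DMSO and 0.970 in JNKi at IDR 0.05, each higher than in the full list, while for cJun in JNKi it was lower, at 0.434. Among the remaining results, 15 values moved.

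No paired analysis was possible because each treatment gave 1 list and the replicate columns carry no numbers. Leaving out a replicate was not run for the same reason: a list holds only peaks found in both. Ranking by p was planned as an alternative and became the main setting. The unknown depth also limits the comparison of list lengths.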

Other observations

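The tests of base composition, of rank within the AP-1 comparison and of AP-1 sites in treatment-only peaks were stated before their results were seen, although the patterns they address had been noticed first. The other tests below were chosen after the result was seen. Thresholds of 250 ranks, 300 bp and 5 bp were also chosen after seeing the data.

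The AP-1 share in DMSO cJun peaks was 10%. That is lower than the value quoted from the study above. The definitions differ, since an exact sequence near the summit was counted here, and whole peaks gave 32.6%, against 12.6% in shifted windows of the same widths. The AP-1 pattern printed by the study is also not identical to the one searched here, and its printed form was not searched.

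The shorter cJun list after JNK inhibition has a technical and a biological candidate explanation that these lists cannot separate. If peaks near the p cut-off dropped out because the JNKi cJun libraries were weaker or shallower, lost peaks should rank low, and they did, by 32.7 percentile points. A general reduction in cJun binding predicts the same. What keeps this open here is that treatment and library are confounded and that depth is unknown. Outside these lists, the study reported lower cJun levels with JNKi and lower cJun signal after spike-in scaling. Neither was examined here. The H3K4me3 lists, which differed little in length, come from other libraries and do not bear on the depth of the cJun libraries.

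Some strong cJun peaks were present in 1 treatment only. A shallower JNKi library as the whole explanation would not give strong JNKi-only peaks, yet 6 of the 100 highest JNKi peaks had no DMSO overlap. Among the 250 highest peaks, treatment-only peaks were more often under 300 bp wide than shared ones, in DMSO (20 of 57 against 8 of 193, odds ratio 12.5, two-sided Fisher's exact test, adjusted p = 5.13e-08 over 9 tests) and in JNKi (13 of 25 against 17 of 225, odds ratio 13.3, adjusted p = 6.92e-07). All 25 such JNKi peaks lay at H3K4me3, against 136 of 225 shared peaks (Fisher's exact test, adjusted p = 3.10e-05), while the DMSO difference did not pass the adjustment (41 of 57 against 108 of 193, adjusted p = 0.0731). A candidate explanation is that the same fragments were present in both replicate libraries of a treatment, through shared material or index exchange. Narrow treatment-only peaks had both ends within 5 bp between replicates in 12 of 33 cases and narrow shared peaks in 7 of 25 (odds ratio 1.47, Fisher's exact test, adjusted p = 0.579), too few to decide. Gain or loss of binding at AP-1 sites also stays open: 6.10% of treatment-only peaks carried the site, against 11.7% of shared ones (5 of 82 against 49 of 418, Fisher's exact test, adjusted p = 0.311). Reads would be needed to look for duplicated fragments at these sites.

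Lost DMSO cJun peaks had fewer AP-1 sites than retained ones. Lower rank as the whole cause is argued against by the comparison within 10 rank deciles, where the Mantel-Haenszel odds ratio was 1.34 (95% interval 1.07 to 1.68). Base composition is argued against by windows with shuffled bases: the observed share divided by the shuffled share was 6.15 in retained and 4.76 in lost peaks, a ratio of 1.29 (two-sided permutation test across peaks, p = 0.0267). The p-value is not adjusted for the other tests. The odds ratio was 1.21 (95% interval 0.617 to 2.38) in DMSO peaks with an IDR of at most 0.05 and 1.40 (1.11 to 1.76) in those above it, and the first interval contains the second, so these peaks do not show whether the difference depends on IDR. A larger share of false peaks among lost ones was not tested and stays open.

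cJun peaks at H3K4me3 sites had fewer AP-1 sites than those away from them. Their share was still above that of their own windows shifted by 2 kb, a difference that was not tested. It was 5.47% against 3.55% in DMSO and 6.19% against 3.54% in JNKi. Single-base composition alone would give the same observed over shuffled ratio in both classes, but it was 6.62 away from H3K4me3 and 3.26 at H3K4me3, a ratio of 2.03 (two-sided permutation test across peaks, p = 1e-04, the smallest that 10000 permutations can give). Shuffling does not keep dinucleotides, so a CpG effect stays open. Untested candidates for the peaks without the site are recruitment of cJun without its own site and non-specific signal at open promoters. The authors called peaks against IgG, but the IgG signal at each peak would be needed to tell these apart.

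The strongest H3K4me3 peaks failed the IDR threshold. Among the 100 highest, 86 in DMSO and 95 in JNKi had an IDR above 0.05, against 11 and 16 of the 1000 peaks that followed the first 1000. Whether the replicates disagreed at these peaks stays open. The median ratio of the higher to the lower −log10 p was 1.12 in the top 100 in DMSO and 1.08 in JNKi, but peaks are ranked by their weaker replicate, which keeps discordant peaks out of the top 100, and agreement of ranks, on which IDR works, was not tested. How the IDR model was fitted was not tested. A filter at IDR 0.05 therefore removed most of the highest H3K4me3 peaks. No biological explanation was tested.

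Some H3K4me3 peaks were strong in 1 replicate and weak in the other, including the JNKi peak over Cck. Of 10720 DMSO peaks with a replicate above a −log10 p of 100, 271 (2.53%) were below 10 in the other, and of 11155 JNKi peaks, 283 (2.54%). A weaker replicate library would lower all peaks. Against this, the median ratio between replicates was 1.21 in each list among peaks with a replicate above 100. Over all H3K4me3 peaks it was 1.25 in DMSO and 1.27 in JNKi. The discordant peaks were wide: a width of at least 3 kb had an odds ratio of 4.84 in DMSO (two-sided Fisher's exact test, p = 4.17e-34) and 6.70 in JNKi (p = 1.58e-47). This is consistent with several replicate peaks joined by IDR under the weakest p-value of the parts, in which case the rank of such a peak may understate its signal.

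The same joining may bear on the cJun peak downstream of Cck, which lay near the end of the DMSO list. Its replicates differed by a ratio of 2.43, as large as in 9.33% of DMSO cJun peaks. Among 571 DMSO cJun peaks at least as wide, 85 had a ratio as large and 3 ranked as low or lower. So low a rank was therefore rare at this width. These values do not decide whether joining or a weak signal in 1 replicate placed it there.

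All 15 DMSO and 8 JNKi cJun peaks on the Y chromosome lay between 90738552 and 90812948, near its end, where the sequence is in part shared with X. Reads shared between X and Y predict that the sequence of these peaks also occurs on X. Of the 50-base words in the DMSO peaks, 12.7% occurred on either strand of the last 2 Mb of X (11.3% on the forward strand, as first counted), and 4 of the 15 peaks shared none. This share does not measure how far sharing applies. Exact words miss nearly identical sequence, and the authors removed secondary and low-quality alignments before calling peaks. The origin of these peaks therefore stays open. No H3K4me3 peak lay within 3 kb of Kdm5d, Eif2s3y, Uty or Ddx3y, genes of the male-specific part of Y that were chosen after the peak positions were seen. No biological explanation was tested.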
